A study of Drosophila melanogaster with 6 samples. Its data were reported in "GAGA factor, a positive regulator of global gene expression, modulates transcriptional pausing and organization of upstream nucleosomes" (2016).

How the data were processed

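Total RNA from wild-type and GAF mutant *Drosophila melanogaster* larvae was hybridised to Agilent oligonucleotide arrays, 1 sample per array, with 3 arrays for each genotype. GAF is the GAGA factor, a DNA-binding protein that binds GA-rich sequence. The genotype and the replicate number of each sample were taken from the labels. Each array file records 1 channel, so every array was treated as a 1-colour array. The labels name the same Alexa dye for all 6 samples and whole larvae as the source, whereas the study's methods name a different Alexa dye for the mutant, and imaginal tissues. The files cannot settle which tissue was used. The arrays lie on 3 slides with 1 wild-type and 1 mutant array on each, and all were scanned on 1 day. The replicate number is also the slide number. The wild-type array had position 1 and the mutant array position 2 on each of the 3 slides, so position and genotype cannot be told apart.

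The authors quantified the scans with Feature Extraction 10.5.1.1, and the deposited array files give each spot's intensity in arbitrary units after background subtraction and spatial detrending, with no scaling between arrays. Per the file headers, the array design follows release 5 of the fly genome. The study's methods also name LOWESS normalization, for which a 1-channel scan has no other dye to fit. Flags per spot, with values of 0 or 1 set by the authors' software, mark spots well above background, saturated spots and outlier spots. The authors also deposited a series table of log2 values with 37538 rows. Set against the array files, each column of that table was the log2 processed signal minus 1 constant per array, which lay at the array's median. The difference varied over probes by at most 3.62e-06.

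The arrays hold 37574 spots that are not controls, for 37493 probes. Of these probes, 20930 are catalogue probes, 16554 are custom probes and 9 carry transcript identifiers with 10 spots each. The 1417 control spots were left out. Spots flagged as outliers were left out (12 to 99 per array), spots of 1 probe were averaged, and 205 probes with no usable spot on some array were dropped, leaving 37288. No spot was saturated. Between 33640 and 35850 probes per array were well above background. The number of arrays, 3 per genotype, limits the precision of each comparison.

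The files do not pair probe identifiers with genes, and 0 of the 37493 identifiers matched the gene table used for names. The unit of each count is therefore the probe, whereas genes had been planned. Several probes can belong to 1 gene. For the same reason the gene that encodes GAF, the genes and transcription factors named by the study, gene families and chromosome arms were not analysed here, nor were rules for combining the probes of 1 gene.

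Processed signals were put on the log2 scale and each array's 75th percentile was subtracted. Probes well above background on all 3 arrays of at least 1 genotype were tested (34976). The genotypes were compared with the moderated two-sided test of limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment over the probes tested. A probe was counted as changed at an adjusted p under 0.05. The other count followed the study's threshold: an unadjusted p under 0.05, a change over 1.5-fold and a mean wild-type processed signal over 100, which 33908 probes passed. For each count, the share of probes lower in the mutant was recorded. Log2 differences are mutant minus wild type throughout. The rule for naming probes took the largest rises and falls among probes with an adjusted p under 0.05 that were well above background on all 6 arrays and whose genotypes did not overlap. Because the identifiers carry no gene names, 2 rises and 2 falls are given. Measures with 1 value per array were compared with a two-sided exact permutation test of 3 against 3, whose smallest p is 0.1.

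The test was checked on simulated data for this comparison, with 34976 probes drawn from the observed means and spreads and 200 probes changed by known folds. At an adjusted p under 0.05, limma called 27 of the 200 changed probes (13.5%) and 0 unchanged ones. With the replicate number as a block it called 0. At the study's threshold without the signal filter, it called 181 of the 200 (90.5%) together with 1699 unchanged probes, of which 50.4% were lower. With a simulated SD of 0.15 on the log2 scale, all 200 were recovered with and without the block, with 10 unchanged probes called beside them without it.

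The alternatives chosen before the data were examined were quantile normalization, cyclic loess, the array median, a 75th percentile over probes well above background on all 6 arrays, no scaling, scaling to control probes, the authors' deposited log2 values, other filters on dim probes, an unmoderated two-sample test per probe, an intensity trend with robust variances, array weights, each array left out in turn, the replicate number or slide as a block, and other fold thresholds. The study's methods name a volcano plot filter at p under 0.05 without its test, and the unmoderated test was chosen as a plain reading of it. Normexp correction (offset 50) had been planned on mean pixel signals, and was run on the median pixel signals that the files hold. That change, the slide as a random block, combined settings, the 2 probe sets alone, other adjusted p thresholds and the gene-by-gene estimate of array weights were chosen after the data were examined. The default estimate of the weights stopped before it converged. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.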

Results

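The arrays measured RNA levels in wild-type larvae and in larvae with mutations of the gene for GAF, to examine how loss of GAF affects expression across the genome. There were 3 wild-type and 3 GAF mutant samples. Each array reported on 37493 probes. The number of probes well above background was 35810, 35381 and 35055 on wild-type replicates 1, 2 and 3, and 34169, 35850 and 33640 on mutant replicates 1, 2 and 3. The means were 35415 ± 379 (SD, n = 3) in wild type and 34553 ± 1154 (SD, n = 3) in the mutant, which did not differ beyond the spread between replicates (exact permutation test, two-sided, p = 0.4).

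The mutant arrays were brighter before scaling. Their 75th percentile of processed signal was 9490 ± 551 against 6236 ± 1164 in wild type (SD, n = 3 arrays each), and the 3 mutant values lay above the 3 wild-type values (exact permutation test, p = 0.1, the smallest that 3 against 3 can give). The median signal was 1998 ± 215 in the mutant and 1521 ± 129 in wild type (SD, n = 3, exact permutation p = 0.1). The spread of signals within an array also differed. The interquartile range of log2 signal was 4.60 ± 0.23 in the mutant and 3.995 ± 0.33 in wild type (SD, n = 3, exact permutation p = 0.1), and the SD of log2 signal was 3.33 ± 0.17 and 3.03 ± 0.17 (exact permutation p = 0.2). After Benjamini-Hochberg adjustment over the 5 measures of this kind, the smallest p was 0.167. The 5th percentile of signal was 39.1, 39.3 and 32.4 on the wild-type arrays and 16.4, 50.02 and 15.7 on mutant replicates 1, 2 and 3.

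**Figure D1:**
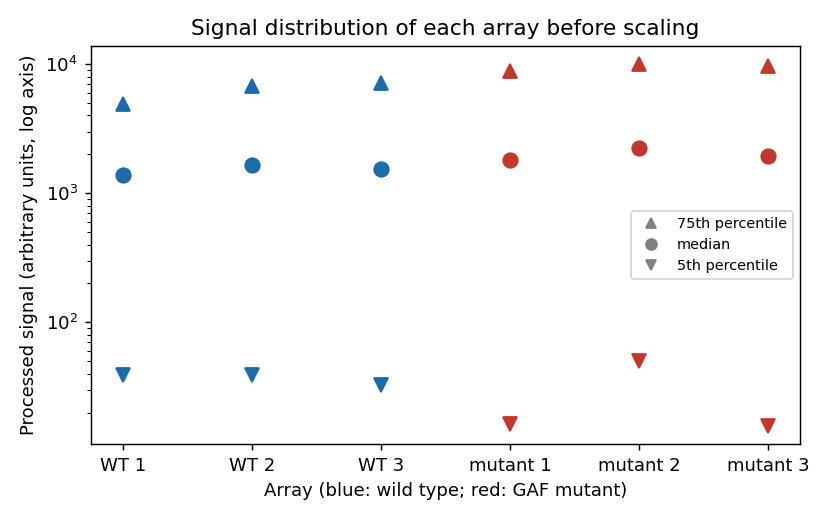
Processed signal (arbitrary units, log axis) of each array before scaling, with the 5th percentile, the median and the 75th percentile as points; blue marks wild type and red the GAF mutant. The 75th percentiles of the mutant arrays lie above those of the wild-type arrays, and the 5th percentiles of mutant replicates 1 and 3 (16.4 and 15.7) lie below the other arrays.

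To find probes whose signal differed between the genotypes, the 34976 probes well above background in at least 1 genotype were tested. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 1822 probes (5.21%) differed, of which 1592 were lower and 230 higher in the mutant. The smallest adjusted p was 0.00415. The called probes had a median log2 difference of -2.81 among the lower and 2.70 among the higher ones. Some of them were not well above background on every array. Among the called probes well above background on all 6 arrays, the medians were -2.28 (888 lower) and 2.46 (169 higher). Most of the adjusted values lay close to the threshold, since 184 probes had an adjusted p under 0.04 and 3521 an adjusted p under 0.1. The count changed with each array left out in turn. It was 3332 without mutant replicate 2, 0 without wild-type replicate 1, mutant replicate 1 or mutant replicate 3, 13 without wild-type replicate 2 and 1 without wild-type replicate 3 (limma). At an unadjusted p under 0.05 these 5 lower settings called 4693 to 8861 probes. Leaving out an array also costs a residual degree of freedom, and the adjusted values lay close to the threshold. The lower counts therefore do not show that the calls rest on single arrays. Array weights gave the highest count, 7067. With the slide as a block, which here is also the replicate number as a block, limma called 0 probes at an adjusted p under 0.05, with a smallest adjusted p of 0.0885, and 6557 probes at an unadjusted p under 0.05 against 6474 without the block. An unmoderated two-sample test per probe also called 0 after Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.0902, and 5700 probes at an unadjusted p under 0.05.

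The genotypes did not overlap for 9348 probes (26.7% of those tested), against a share of 10% that chance gives for 3 arrays against 3. Of these, 7460 were lower in the mutant and 1888 higher. The 1822 called probes were all among them.

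At the study's threshold, 6125 of 33908 probes (18.1%) changed, of which 5086 were lower and 1039 higher in the mutant. An unadjusted p under 0.05 would be met by 1695 of these probes if no probe differed and probes were independent. Of the 1822 probes called at an adjusted p under 0.05, 1696 (93.1%) also passed the study's threshold. Array weights gave the highest count here too, 11549. With each array left out in turn it ranged from 4405 to 8465. At 2-fold in place of 1.5-fold, 5124 probes passed.

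The direction of the changes was then compared. The share of probes lower in the mutant was 87.4% at an adjusted p under 0.05 (95% exact binomial interval 85.8% to 88.9%) and 83.0% at the study's threshold (82.1% to 84.0%). The intervals treat probes as independent, which they are not, and leave out the differences between arrays. Both shares moved with the scaling of the arrays. At the study's threshold the share was 68.9% with each array's median subtracted (3938 lower, 1781 higher), 68.8% with the authors' deposited log2 values (3934 lower, 1787 higher), 65.5% after cyclic loess (3749 lower, 1972 higher) and 62.8% after quantile normalization (3544 lower, 2100 higher). It was 92.0% with scaling to control probes (5621 lower, 489 higher). With the signal filter on the mutant in place of the wild type, it was 77.1% at the 75th percentile, 60.0% with the array median (2995 lower, 1999 higher) and 52.1% after quantile normalization (2736 lower, 2518 higher). Without scaling the direction reversed, with 34.8% lower (2649 lower, 4959 higher). The median log2 difference of the probes tested moved with it, from -0.19 at the 75th percentile to 0.036 with the array median and 0.43 without scaling. Subtracting the array median brings this value near 0 by itself. Directions given here are relative to the 75th percentile of each array. Catalogue and custom probes gave similar shares at the study's threshold, 82.8% and 83.3%.

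**Figure D2:**
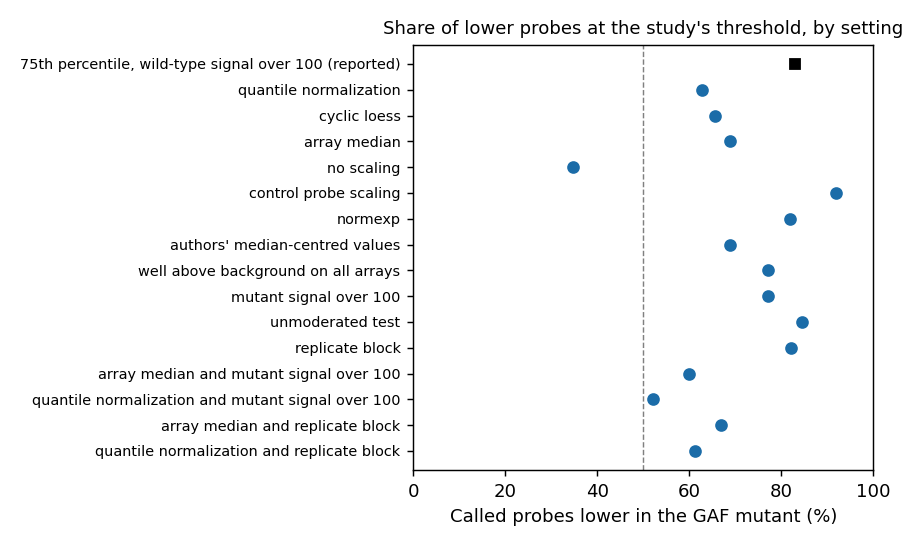
Percentage of probes called at the study's threshold that were lower in the GAF mutant, 1 point for each of the settings drawn, and the square is the reported setting and the dashed line marks 50%. The lowest points are those without scaling (34.8%) and with quantile normalization and the mutant filter (52.1%), and the highest is that with control probe scaling (92.0%).

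Among probes well above background on all 6 arrays with an adjusted p under 0.05, 169 were higher and 888 lower in the mutant, all without overlap between the genotypes. The largest rise was at CUST_10649_PI427061843, with a log2 difference of 6.27 ± 0.83 (SE, n = 3 arrays per genotype, limma adjusted p = 0.0344). Its mean processed signal was 205 in wild type and 25667 in the mutant. CUST_2844_PI427061843 rose by 5.35 ± 1.20 on the log2 scale (SE, n = 3, limma adjusted p = 0.0479). The largest fall was at A_09_P008421, with a log2 difference of -6.64 ± 1.03 (SE, n = 3, limma adjusted p = 0.0411). Its mean processed signal was 22138 in wild type and 814 in the mutant. A_09_P144785 had a log2 difference of -4.56 ± 0.99 (SE, n = 3, limma adjusted p = 0.0462). Because these 4 probes were chosen for large differences, the alternatives could hardly reverse them. Their direction held under the 28 alternatives run on them. Their adjusted p did not: without wild-type replicate 1 it was 0.119, 0.136, 0.133 and 0.177 in the order given. The mutant arrays were uneven at these probes, and so were the wild-type arrays at CUST_2844_PI427061843. Wild-type replicates 1, 2 and 3 had a processed signal of 2178, 1470 and 185 there. Without wild-type replicate 3 the log2 difference of that probe was 4.16. At A_09_P008421 the processed signal was 103 and 160 on mutant replicates 1 and 3 and 2180 on mutant replicate 2, against 15541 to 28887 in wild type. At CUST_10649_PI427061843 it was 29172 and 41149 on mutant replicates 1 and 3 and 6680 on mutant replicate 2, against 79.3 to 375 in wild type. The files do not pair these identifiers with genes.

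**Figure D3:**
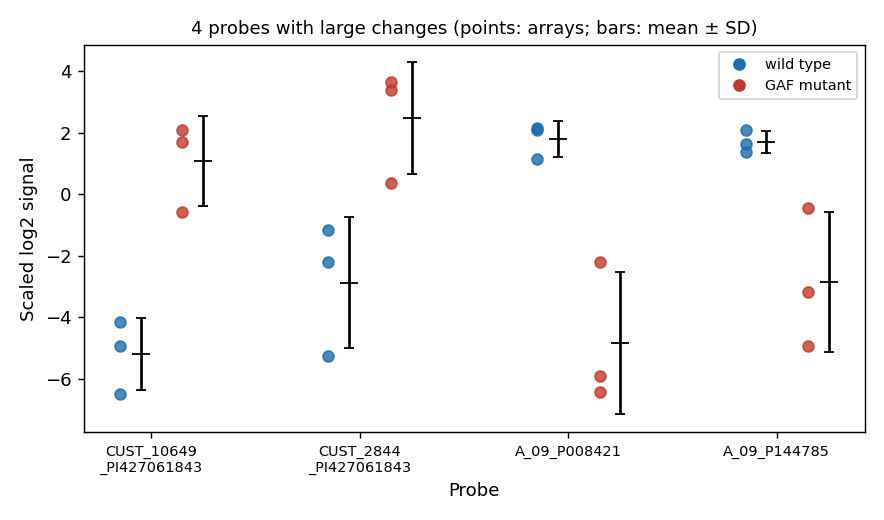
Scaled log2 signal (log2 processed signal minus the array's 75th percentile) of the 4 probes on each array, blue for wild type and red for the GAF mutant; black bars give the mean and SD of 3 arrays. The genotypes do not overlap at any of the 4, and 1 mutant array lies nearest to the wild type at each.

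The difference between the genotypes varied with the brightness of the probe. Over the 34976 probes in 10 groups of equal size by mean signal, the median log2 difference was -0.86 in the dimmest group, at a median signal of 108, and 0.15 in the group next to the brightest, at a median signal of 18817. In the brightest group it was near 0, with 49.0% of probes lower in the mutant. Of the 1822 called probes, 634 lay in the dimmest group, of which 594 were lower in the mutant. In the 3 brightest groups, where the median difference was not below 0, the called probes were also mostly lower, with 48 of 58, 64 of 67 and 24 of 27. At the study's threshold, 488 of the 728 probes called in these 3 groups (67.0%) were lower. With each array left out in turn, that share ran from 31.8% to 76.5%. Among the lower probes called at an adjusted p under 0.05, 44.2% were not well above background on at least 1 array, and among the higher ones 26.5%. The range of the median difference over the 10 groups was 1.01 between the genotypes. Between single wild-type arrays it was 1.28 (replicate 3 against 1), 0.74 (2 against 1) and 0.71 (3 against 2).

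**Figure D4:**
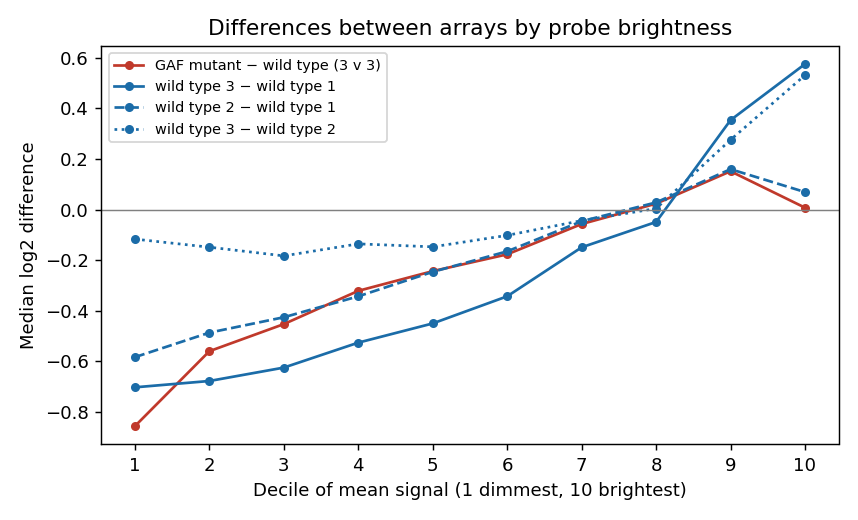
Median log2 difference (y axis) in 10 groups of probes by mean signal (x axis, dimmest to brightest); red is the GAF mutant minus wild type over 3 arrays each, and blue lines are differences between single wild-type arrays. The red line runs from -0.86 in the dimmest group to 0.15 in the ninth and back to near 0 in the brightest, and the line of wild-type replicate 3 against 1 runs from -0.70 to 0.58.

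Detection flags do not depend on scaling between arrays, but they do depend on each array's background and dim signals. Of 37288 probes, 91 were well above background on the 3 wild-type arrays and on no mutant array, and 49 showed the opposite. Without mutant replicate 2 the first count was 1051 and the opposite count 55. With any other array left out, the first count was 96 to 150 and the opposite count 59 to 75. Mutant replicates 1 and 3 had the lowest 5th percentiles of signal (16.4 and 15.7) and the fewest probes well above background. The count of 1051 rests on these arrays, so it does not tell genotype from a difference between arrays.

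The arrays of a genotype did not lie equally close to each other. Across the 34976 probes, which are not independent replicates, Pearson's r was 0.984 between mutant replicates 1 and 3, and 0.934 and 0.943 between mutant replicate 2 and these. It was 0.952, 0.952 and 0.913 among the wild-type arrays. Mutant replicate 2 and wild-type replicate 2, which share a slide, had an r of 0.948. Over the probes well above background on all 6 arrays, 3.99% differed more than 2-fold between mutant replicates 1 and 3 after centring the differences, and 18.9% to 25.2% between mutant replicate 2 and these. Between wild-type arrays 15.4% to 33.4% did. Wild-type replicate 3 and mutant replicate 3, which share a slide, had a lower share than any pair of wild-type arrays by this measure, 14.5%, with a robust SD of 0.46. By Pearson's r they were farther apart than each pair of wild-type arrays, at 0.908. The robust SD of the log2 difference between mutant replicates 1 and 3 was 0.41. The 9 probes with 10 spots each had a median SD between spots of 0.10 to 0.26 on the log2 scale within an array. No 2 arrays were duplicates, and each was counted as a sample.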

Values the study reported

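The study reported that 2912 genes were affected in the mutant, at a p under 0.05 and a change of more than 1.5-fold, and that 82% of them had lower expression. It described arrays of 37,536 oligonucleotide probes that cover about 12,600 genes.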

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

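The test of control probes below was chosen after their signals were seen. The arrays carry 10 control probes of the E1A type with 32 spots each, which entered the comparison of the genotypes only as 1 alternative scaling. Before scaling, 5 of the 10 were brighter on every GAF mutant array than on every wild-type array, against 0.5 of 10 that chance gives, if probes were independent. All 10 had a higher mean in the mutant, with a median log2 difference of 0.84 (exact permutation p from 0.1 to 0.9 over the 10 probes, where 0.1 is the smallest that 3 arrays against 3 can give). That test does not use the slides. Within each slide, every control probe but E1A_r60_a104 was brighter on the mutant array than on the wild-type array. The signal of E1A_r60_a104 was 68.0 on mutant replicate 1 against 93.4 on wild-type replicate 1. After subtraction of each array's 75th percentile, 1 of the 10 remained brighter on every mutant array and 1 was dimmer on every mutant array, and the differences ran from -0.60 to 1.18.

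A brighter label or better hybridization of the whole array would move the control probes together. They moved apart: the log2 difference between the genotypes ran from 0.03 to 1.80 over the 10 probes, a range of 1.78. Arrays of the same genotype also differed, and 3 of the 10 splits of the arrays into 3 and 3 had as large a range, the genotype split included. The range therefore does not decide whether the labelling or hybridization efficiency of the whole array is the cause. 1 control probe differed 16.9-fold between its brightest and dimmest array. What stays open is that efficiency, unequal amounts of control RNA, hybridization of sample RNA to these probes, and array position, which follows genotype. The labels name no control RNA, and a biological difference between the genotypes was not tested for these probes. Scaling to these probes gave the highest share of lower probes of the settings run (92.0% at the study's threshold), and the unequal movement limits what that share can show.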

How the results depend on the processing

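Combined settings, the 2 probe sets, normexp on median signals, the random block and other adjusted p thresholds were chosen after the data were examined. The count at the study's threshold (6125) stayed within 1.5 times in 27 of 28 alternatives, the exception being array weights (11549). These weights were estimated from the same arrays. They were 0.36, 3.26 and 0.46 for wild-type replicates 1, 2 and 3. For mutant replicates 1, 2 and 3 they were 1.41, 0.35 and 3.73. With each array left out in turn the count ran from 4405 to 8465.

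The count at an adjusted p under 0.05 (1822) stayed within 1.5 times in 7 of 30 alternatives. Those 7 include a 1.5-fold and a 2-fold threshold added to the adjusted p. Neither could change the count, since the smallest log2 difference of a called probe was 1.25 in size. It was 638 after cyclic loess, 1011 with the array median, 1018 with the authors' deposited values, 223 without scaling and 2854 with control probe scaling. It was 839 for probes well above background on all arrays, 1209 for a mean signal over 100 on all arrays and 127 for a mutant signal over 100. It was 672 with the intensity trend, 7067 with array weights and 2964 with the slide as a random block. It was 167 with the array median and 401 with quantile normalization when the filter was also set on the mutant. With each array left out in turn it ran from 0 to 3332, the higher value without mutant replicate 2. At adjusted p thresholds of 0.03 and 0.04 the count was 61 and 184, of which 41 and 130 were lower in the mutant. Most of the 1592 lower probes therefore had an adjusted p between 0.04 and 0.05. The cause of these shifts was not tested, beyond the pile-up of adjusted values just under 0.05. A count that moves this much depends on the setting in most alternatives run. At the study's threshold, more probes were lower than higher in every alternative but the one without scaling. The margin also depended on the setting. With quantile normalization and the filter on the mutant, 52.1% were lower (2736 lower, 2518 higher). Many of the alternatives kept the scaling to each array's 75th percentile, so they do not test the direction apart from that scaling.

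With the replicate number as a block, 0 probes had an adjusted p under 0.05, also with the array median and with quantile normalization, where unadjusted p under 0.05 was met by 6357 and 6592 probes. The block left 6557 probes at an unadjusted p under 0.05, against 6474 without it. It costs residual degrees of freedom. On simulated probes of the observed spread the block also called 0, but only 200 of 34976 probes were changed there. Adjusted p depends on how many probes differ, so the simulated 0 does not explain the 0 in the data. The deviations of same-numbered arrays from their genotype means correlated at -0.16, 0.20 and 0.30 across probes. Same-numbered arrays share a slide, so the block applies by design, and as a random block its correlation was 0.17. The unmoderated test called 0 after adjustment and 4872 at the study's threshold. At that threshold the block gave 6225.

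The share of lower probes at an adjusted p under 0.05 (87.4%) was 69.9% after quantile normalization, 63.5% after cyclic loess, 75.1% with the array median, 75.05% with the authors' deposited values and 93.3% with control probe scaling. By filter it was 83.2% (all arrays above background), 89.7% (wild-type signal over 100), 57.5% (mutant signal over 100) and 85.3% (mean signal over 100). It was 79.0% with the intensity trend and 75.7% with array weights. It reversed to 25.6% without scaling, 41.3% with the array median and the mutant filter, and 46.6% with quantile normalization and the mutant filter. With each array left out it ran from 0 to 88.2%. The values under 50% rest on 1 and 13 called probes, without wild-type replicate 3 and 2.

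The share at the study's threshold (83.0%) was 62.8% after quantile normalization, 65.5% after cyclic loess, 68.9% with the array median, 68.8% with the authors' deposited values, 84.4% with the percentile over probes above background on all arrays, 92.0% with control probe scaling and 81.9% with normexp. By filter it was 77.13% (all arrays above background), 77.10% (mutant signal over 100) and 80.7% (mean signal over 100). It was 84.6% with the unmoderated test, 81.5% with the intensity trend, 68.9% with array weights, 81.3% with the random block and 84.3% over 2-fold. It was 60.0% with the array median and the mutant filter, 52.1% with quantile normalization and the mutant filter, 67.0% with the array median and the block, and 61.3% with quantile normalization and the block. It reversed to 34.8% without scaling. With each array left out it ran from 73.1% to 85.7%.

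The median log2 difference of the probes tested was -0.19. It was 0.048 after quantile normalization, 0.017 after cyclic loess, 0.036 with the array median and 0.036 with the authors' deposited values. Without scaling it was 0.43. With the mutant filter it was 0.068 for the array median and 0.066 for quantile normalization. These are the 7 of 22 alternatives in which the sign of the median difference changed. Apart from no scaling, they bring the middle of the arrays to a common level, so a value near 0 follows from the scaling. Its sign there does not test the direction. The median difference was -0.46 with control probe scaling, and ran from -0.29 to -0.12 with each array left out in turn. The 4 named probes, chosen for large differences, kept their direction in 28 of 28 alternatives each, which tests it little. Their adjusted p stayed under 0.05 in 19 (CUST_10649_PI427061843), 6 (CUST_2844_PI427061843), 17 (A_09_P008421) and 9 (A_09_P144785) of them, and ran over all 4 from 0.000522 to 0.265.

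Rules for combining the probes of a gene, the normexp correction on mean pixel signals and a scan-day block (1 day) were not run. Signal over background limits the dimmest probes: 32619 of 37288 probes were well above background on all 6 arrays.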

Other observations

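Tests of the share of lower probes, of the trend with brightness, of array position and of exchanged labels were chosen after those results were seen. The tests of other splits for the 2 counts of probes, of mixed RNA and of signal width for mutant replicate 2 were chosen before.

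The count at the study's threshold was 6125 probes. That is higher than the count quoted from the study above, which is over genes, and several probes can belong to 1 gene.

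Other groupings of the 6 arrays were compared with the genotypes. For the count at an adjusted p under 0.05, 1 of the 10 splits of the arrays into 3 and 3 gave as many probes, which was the genotype split (1822, against 0 in 8 of the other splits and 1 in the remaining split, all by limma). Those 8 splits gave 179 to 935 probes at an unadjusted p under 0.05 and over 1.5-fold, and the unmoderated test was not run on them. At the study's threshold, the signal filter was set on whichever side of a split gave the larger count. By that count, 2 of the 10 splits gave as many: the genotype split (6125) and the split of wild-type replicates 1 and 2 and mutant replicate 2 against the rest (6483). With 10 splits chance cannot be excluded for either count. Besides the genotype split, the splits that part the arrays of every slide gave 179, 710 and 272 probes at the study's threshold. They are too few to exclude chance. The split with 6483 probes also had the largest difference in the mean SD of log2 signal between its sides (0.35, against 0.30 for the genotypes). After quantile normalization it gave 4697 probes against 5644 for the genotypes. It keeps the arrays of slide 2 apart from those of slide 3, and parts those of slide 1, so a slide difference is also open.

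Most probes called at the study's threshold were lower in the mutant. Without scaling the share fell to 34.8%. That follows from the mutant arrays being brighter before scaling, so it does not test whether the scaling constant of each array is the source of the direction. The constant stays open, since nothing in the files fixes it. The wild-type signal filter alone is not the whole cause at the 75th percentile, since the share stayed at 77.1% with the filter on the mutant. In the dimmest group alone it took the share from 99.8% to 73.3%. With other scalings the same filter took the share to 60.0% (array median) and 52.1% (quantile normalization), so the filter and the scaling acting together stay open. An intensity-dependent difference between arrays remains open. After quantile normalization the share was 62.8%, which is 12.8 percentage points above an even split, while leaving out each array moved it from 52.2% to 69.1%, a range of 17.0 points. In the 3 brightest of 10 groups, where the median difference was not below 0, 67.0% of the 728 probes called at the study's threshold were lower, which a trend with brightness alone would not give. Leaving out each array moved that share from 31.8% to 76.5%, so it does not exclude such a trend. A lower level of many transcripts in the mutant also remains open and was not tested apart from the scaling.

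By the median of each brightness group, dim probes fell in the mutant arrays and bright probes did not. Most probes called at an adjusted p under 0.05 in the 3 brightest groups were still lower (48 of 58, 64 of 67 and 24 of 27). The range of the median difference over the brightness groups was 1.01 between the genotypes. Among the 10 splits of the arrays, 2 had as large a range: the genotype split and the split with 6483 probes, at 1.24. The other 8 had 0.30 to 0.82. Besides the genotype split, the splits that part the arrays of every slide had 0.53, 0.82 and 0.34, and are too few to decide. With 10 splits the range cannot separate an effect of genotype from arrays that differ in the width of their signal distribution. Both stay open. Between single arrays the range was 1.28, 0.74 and 0.71 in the wild type and 1.05, 0.96 and 0.16 in the mutant. Array position could not be tested, since the mutant array had position 2 on all 3 slides, and the trend and the position cannot be told apart.

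Mutant replicate 2 lay between the other mutant arrays and the wild type. On 337 probes bright in wild type and under 10% of the wild-type level on mutant replicates 1 and 3, its median level was 30.0% of wild type, against 4.26% for the mean of the other mutant arrays. On 68 probes that rose on those arrays, its median level was 20.1% of theirs, against 4.90% in wild type. Wild-type RNA mixed into the sample would give the same fraction on both sets. The fallen probes gave a wild-type fraction of 26.5% (quartiles 20.8% and 32.7%) and the risen probes 84.6% (quartiles 79.0% and 88.6%), a difference of 58.1 percentage points, which argues against a simple mixture with RNA like that of these wild-type samples. The fallen probes were uniform, with 91.1% of them within 2-fold of their median fraction.

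Exchanged labels were tested on probes chosen from 2 arrays of each genotype and read on the arrays left over, on a log2 scale from mutant (0%) to wild type (100%). With mutant replicate 2 left over, the wild-type arrays lay at 86.0% or higher on fallen and on risen probes, which argues against an exchange of a wild-type and a mutant array. With mutant replicate 1 or 3 left over, so that replicate 2 helped to choose the probes, wild-type replicate 2 lay lower, at 60.3% and 62.7% on 23 and 17 risen probes. A swap with a sample outside the series is not excluded by this. Mutant replicate 2 itself lay at 60.5% to 63.1% on fallen probes and at 47.9% to 50.8% on risen ones. The tests do not decide on a narrower signal distribution. After quantile normalization its Pearson's r with the nearest wild-type array still exceeded that with the nearest mutant array by 0.00652, although by Spearman's rho the mutant array was nearer (0.951 against 0.949), and its level on fallen probes was 29.1% of wild type against 5.18% for the others. The signal width stays open after this test. A difference in developmental stage, tissue content or severity of the mutant phenotype between samples may also be involved, and was not tested. The position of this array bears on the number of calls, which was 3332 without it and 1822 with it.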
